A study of Pistacia vera with 20 samples.

How the data were processed

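Gene expression was measured in the hull (the exocarp and mesocarp, which surround the shell) of pistachio, Pistacia vera, by RNA sequencing of polyadenylated RNA. The 20 libraries came from the cultivars Golden Hills and Lost Hills, grown in a commercial orchard. Per the labels' protocols, messenger RNA was selected on oligo-dT beads, second strands were made with dUTP, and libraries were prepared and sequenced by a service company. No aligner, counting tool or genome build was stated there. The gene identifiers name predictions (EVM) on 427 contigs of an unnamed assembly, and gene coordinates are given on those contigs. The PisVer_v2 gene table at hand shared no identifier with them, so gene names are the protein matches in the deposited table itself, where 24978 of 39784 genes have one.

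The authors deposited FPKM values (fragments scaled by gene length and library size), one column per library, and gave the length of each gene. Multiplied by gene length, 100% of the FPKM values came out as whole multiples of one step per library, within a tolerance of 0.01. This gave the reads behind every value. The recovered totals ran from 16117427 to 18610091 reads per library, with a median of 17244271. The library size inside the deposited FPKM was each library's median-of-ratios size factor (0.876 to 1.13) times a common total, so the values were already scaled between libraries. At the median gene length of 1017 bases, 1 FPKM stood for 18.1 reads in a typical library. Counting error is therefore not negligible for genes near the expression filter, least of all short ones, and falls as expression rises. Reads carried no molecular identifiers, so a floor of 3 reads, used for bounds on folds, covers counting error only. No read was assigned to 11880 genes in any library. Whether reads shared between similar genes were split or dropped is not stated, so tandem copies and members of large families are uncertain.

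Groups were taken from the sample labels: intact hulls at 91 days post anthesis (4 libraries per cultivar), and at 133 days intact and tattered hulls of Golden Hills and intact and cracked hulls of Lost Hills (3 libraries each). Cultivar and kind of split were confounded by this design. Pairs of libraries of the same group were compared by a chi-square per gene on the recovered reads, which lay between 8.89 and 65.6 over 24 pairs, so no library was a second copy of another in its group; libraries of different groups were not compared this way.

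Each gene was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with a trend) on log2(FPKM + 1). One fit covered all 20 libraries in 6 groups without a replicate block, over the 19717 genes with at least 1 FPKM in at least 3 libraries. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. The 8 comparisons were 6 between pairs of groups and 2 interactions. Across gene sets, camera (limma, inter-gene correlation preset at 0.01) was run on 13 sets chosen by words in protein names and domain descriptions, and the 104 tests were adjusted together. Set members picked by domain alone are less certain: the jasmonate set took in proteins with a Tify domain, and the photosynthesis set took in copies of plastid genes. The cell wall list joined 4 of these sets (pectin, loosening, synthesis, lignin), with 762 genes. These tests, the gene sets, the alternatives other than 4 named next, and the rule for named genes were fixed before the data were examined. The 4 alternatives chosen after seeing the data were limma's voom on the recovered reads, scaling to library totals, set membership by protein name alone, and leaving out replicate 2 of both 91 d groups.

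Genes are named by this rule: for each pair of groups, the 2 with the largest rise and the 2 with the largest fall among called genes with a mean of at least 5 FPKM in the higher group and no overlap between the groups. In the split comparisons up to 3 cell wall genes per direction were added by the same criteria. For each interaction the gene with the largest positive and the largest negative value was taken. For genes called the same way in both split comparisons, the 3 with the largest smaller change were taken. Genes named outside the rule are stated as chosen after their values were seen.

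The alternatives fixed beforehand were a pseudocount of 0.1, no expression filter, a mean of at least 5 FPKM, other scalings (median ratio, TPM, quantile), only the groups compared, array weights, eBayes without a trend, a replicate block with only the groups compared, camera with an estimated correlation, fry, an absolute log2 fold change of at least 1, and each library left out in turn. The testing steps were tested on simulated data, where 112 of 195 genes changed 2-fold were called (57.4%) and 164 of 194 genes changed 4-fold (84.5%), with 4.27% and 2.96% false calls. Each simulated gene varied independently of the others, so false calls from spread that genes share were not tested. Tables and figures were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Sequences, alignments and any dissected cell layers were not analysed here.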

Results

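Whole hulls were profiled in 20 libraries: intact hulls of Golden Hills and Lost Hills at 91 days post anthesis (n = 4 each), and at 133 days intact and tattered hulls of Golden Hills and intact and cracked hulls of Lost Hills (n = 3 each). The libraries held 16117427 to 18610091 reads assigned to genes, and between 22378 and 23345 genes had a read in a library. Mean depth per group lay between 17058747 ± 507632 reads (SD, n = 3, intact Golden Hills at 133 d) and 17643610 ± 779773 (SD, n = 4, Golden Hills at 91 d), so no group was sequenced more deeply than the rest by more than the spread between its libraries. Of 39784 genes, 19717 passed the expression filter and were tested. The series asks how modification of the cell wall goes with splitting of the hull, and cell wall genes were therefore followed as a list of their own.

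The first principal component of log2(FPKM + 1) carried 53.2% of the variance and parted the ages, and the component after it carried 14.3% and parted the cultivars. On the first component the intact hulls at 91 d lay at -63.5 ± 5.99 in Golden Hills and -69.1 ± 3.86 in Lost Hills (SD, n = 4 each). At 133 d, intact Golden Hills lay at 54.9 ± 4.8, tattered at 81.8 ± 6.35, intact Lost Hills at 13.5 ± 12.2 and cracked at 26.6 ± 20.3 (SD, n = 3 each). Intact and cracked Lost Hills thus overlapped on this component. The third component carried 9.23% and parted split from intact hulls without overlap in each cultivar: 42.4 ± 3.98 in intact and -30.96 ± 2.05 in tattered Golden Hills, and 17.3 ± 15.7 in intact and -22.7 ± 14.9 in cracked Lost Hills (SD, n = 3 each). By chance 10% of splits of 3 against 3 show no overlap. On the first component replicate 1 of intact Lost Hills lay at -0.111. Correlations across genes between replicates ran from 0.958 to 0.990.

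**Figure D1:**
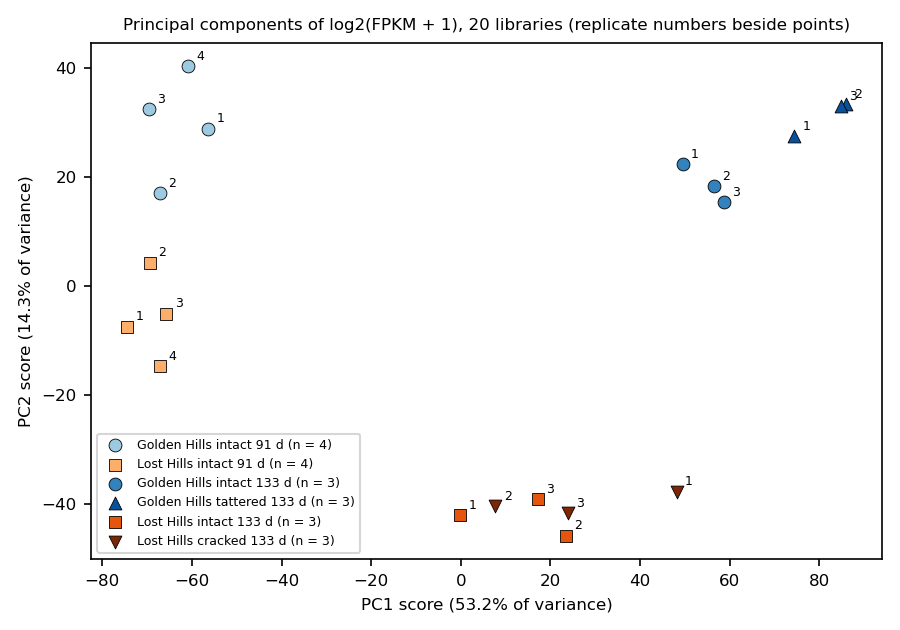
Scores of the 20 libraries on the first principal component (53.2% of variance, horizontal) and the component after it (14.3%, vertical) of log2(FPKM + 1), with colour and shape for the group and the replicate number beside each point. The ages lie apart horizontally and the cultivars vertically, and replicate 2 of each cultivar is the 91 d library nearest the other cultivar on the vertical axis.

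At 133 d, 16 genes had at least 5 FPKM in all 6 Golden Hills libraries and at most 3 reads in all 6 Lost Hills libraries, and 13 genes showed the reverse. Of these, 14 and 12 had a median of at least 5 FPKM in their own cultivar at 91 d. In replicate 2 of Lost Hills at 91 d, all 14 Golden Hills genes were above 3 reads, at a median of 36.9% of their Golden Hills level (26.3% to 49.4%). In replicate 2 of Golden Hills at 91 d, all 12 Lost Hills genes were above 3 reads, at a median of 27.1% of their Lost Hills level (19.5% to 43.7%). Replicate 3 of Golden Hills had 11 of 12 above 3 reads at a median of 9.15%. In the other 5 libraries of 91 d the medians were between 0% and 1.18%. Genes of the library's own cultivar stood at 78.3% in the former library and 82.2% in the latter. These genes were chosen after their values were seen. The replicate 2 libraries of 91 d were kept in every comparison, and the number of genes called without them is given for each comparison that uses that age. They also enter the pooled spread behind the 133 d comparisons, whose counts without them are given with the processing settings.

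**Figure D2:**
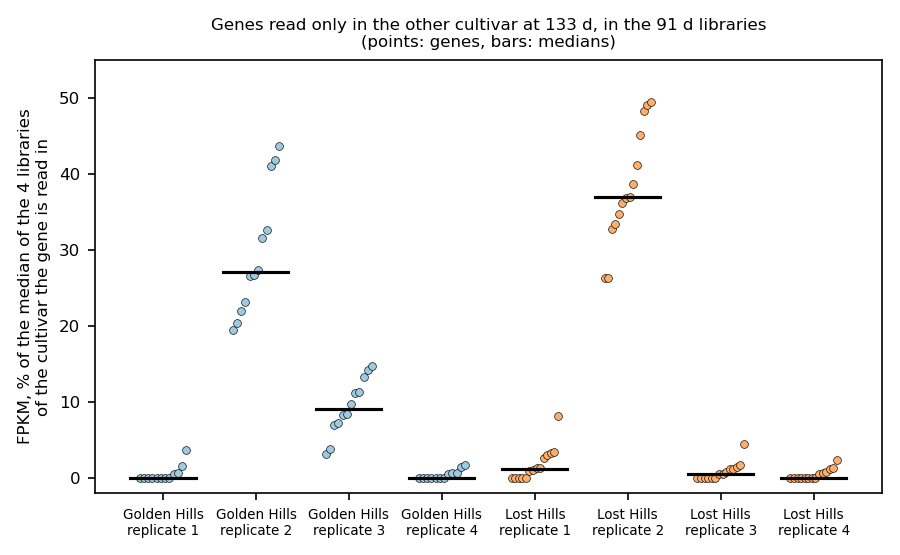
Level of genes read in only the other cultivar at 133 d, in each 91 d library, as a percent of the median FPKM of the 4 libraries of the cultivar that reads them, with a point per gene (12 Lost Hills genes in Golden Hills libraries, 14 Golden Hills genes in Lost Hills libraries) and a bar at the median. Replicate 2 has medians of 27.1% in Golden Hills and 36.9% in Lost Hills, and replicate 3 of Golden Hills has 9.15%.

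The comparison of tattered with intact hulls in Golden Hills at 133 d asked which genes differ in split tissue. By limma, 3281 of 19717 genes were called, 1831 higher and 1450 lower in tattered hulls, with a median standard error of 0.18. At an unadjusted p under 0.05 there were 6138. Requiring an absolute log2 fold change of at least 1 left 945, 791 of them higher, and array weights raised the count to 5790. Without replicate 2 of the tattered group 1689 genes were called. The share of calls that were higher depended on scaling: it was 55.8% as deposited, 44.1% with library totals, 38.2% with quantile normalization and 26.2% with TPM. TPM moved the median log2 fold change of all genes by a similar amount in several comparisons: to -0.13 here, -0.11 between intact cultivars at 133 d, -0.18 with age in Golden Hills, -0.10 and -0.12 in the split and age interactions. Library totals moved it to -0.12 between intact cultivars at 133 d, -0.16 with age in Golden Hills and -0.11 in the age interaction.

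The largest rise in tattered hulls was that of evm_TU_ptg000013l_1162, a gene without a protein name on contig ptg000013l from 17143709 to 17144131. It went from 0.146 ± 0.143 FPKM in intact to 418 ± 85.7 in tattered hulls (SD, n = 3 each), at least 916-fold higher (log2 fold change 8.50, SE 0.69, limma adjusted p = 1.38e-07). Nearby on the same contig, the likewise undescribed evm_TU_ptg000013l_1164 (17150991 to 17151416) went from 0.151 ± 0.262 to 266 ± 75.4 FPKM, at least 586-fold higher (log2 fold change 7.84, SE 0.53, adjusted p = 1.36e-08). These short neighbouring genes could share reads, which makes the value of each uncertain. Pectinesterase inhibitor 10 (evm_TU_ptg000004l_863, ptg000004l, 12171747 to 12172638) dropped from 38 ± 23.5 to 2.31 ± 0.790 FPKM (log2 fold change -3.34, SE 0.39, adjusted p = 1.76e-05). UDP-glycosyltransferase 72E1 (evm_TU_ptg000013l_1739, ptg000013l, 24841783 to 24843551) dropped from 23.6 ± 3.92 to 4.86 ± 1.02 FPKM (log2 fold change -2.07, SE 0.30, adjusted p = 0.000174).

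In Lost Hills at 133 d, 307 genes were called between cracked and intact hulls by limma, 291 higher and 16 lower, and 1730 had an unadjusted p under 0.05. The call rested on the pooled estimate of spread: with only the 6 libraries compared in the fit, 4 genes were called. It also rested on single libraries, with 173 calls without replicate 3 of the cracked group (168 higher, 5 lower) and 552 without its replicate 2 (443 higher, 109 lower). Array weights gave 578 higher and 88 lower, so the number of falls depended strongly on the setting. The genes with the largest rises were evm_TU_ptg000013l_1162, from 4.42 ± 7.55 to 67.2 ± 20.2 FPKM (SD, n = 3; log2 fold change 4.72, SE 0.69, adjusted p = 0.000653), and its neighbour evm_TU_ptg000013l_1159 (17120950 to 17121506), from 2.81 ± 4.75 to 50.7 ± 12 FPKM (log2 fold change 4.54, SE 0.57, adjusted p = 0.000136). The large SD among intact hulls came from replicate 3, where evm_TU_ptg000013l_1162 had 13.1 FPKM against at most 0.128 in the other intact libraries. Agamous-like MADS-box protein AGL11 (evm_TU_ptg000001l_4021, ptg000001l, 50358058 to 50363944) dropped from 8.49 ± 4.08 to 1.94 ± 1.29 FPKM (log2 fold change -1.68, SE 0.38, adjusted p = 0.0243). The undescribed evm_TU_ptg000001l_2688 (ptg000001l, 36431326 to 36431610) dropped from 28.4 ± 5.56 to 7.44 ± 4.42 FPKM (log2 fold change -1.91, SE 0.40, adjusted p = 0.0165). Both falls were less firm than the rises. AGL11 was not called with a pseudocount of 0.1, with voom, or without replicates 1 or 2 of the intact group (log2 fold changes -1.37 and -1.68) or replicates 1 or 3 of the cracked group (-1.50 and -1.53), and evm_TU_ptg000001l_2688 was not called with a pseudocount of 0.1, with TPM, or without replicates 2 or 3 of the intact group (-1.78 and -1.92) or replicate 3 of the cracked group (-1.55). With only the groups compared, none of the Lost Hills genes named here or for the cell wall passed the threshold.

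Tattering and cracking were compared gene by gene, since the 2 comparisons share no library. Of the genes called, 203 were called in both, where 51.1 were expected if calls were independent. Both comparisons took each gene's spread from the same fit, so this expected number may be too low. Of the 203 genes, 202 moved the same way (199 higher), with 1 moving oppositely. Across the 19717 genes, the log2 fold changes had Pearson's r 0.526 (jackknife SE 0.117) and Spearman's rho 0.352; genes are not independent replicates. Of the genes called in Golden Hills, 79.1% had the same sign in Lost Hills. The number called the same way in both was 3 with only the groups compared, 293 without replicate 2 of the cracked group and 121 without replicate 2 of intact Lost Hills. By the rule for genes in both comparisons, evm_TU_ptg000013l_1162 and evm_TU_ptg000013l_1159 were joined by evm_TU_ptg000013l_1165 (17154243 to 17154632), which had no read in intact Golden Hills at 133 d, 189.5 ± 60.7 FPKM in tattered hulls (at least 383-fold higher, log2 fold change 7.53), and 38 ± 12.2 against 2.42 ± 3.95 FPKM in cracked and intact Lost Hills (log2 fold change 4.11).

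**Figure D3:**
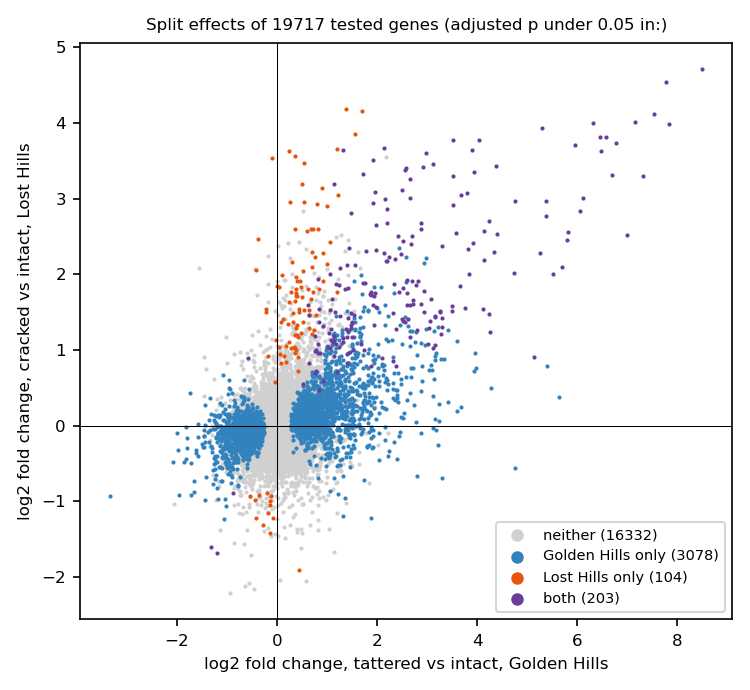
Log2 fold change of 19717 tested genes between tattered and intact Golden Hills hulls (horizontal) and between cracked and intact Lost Hills hulls (vertical) at 133 d, a point per gene, coloured by the comparison in which limma's adjusted p was under 0.05. The 203 genes called in both lie mostly in the upper right, where both rose.

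The split comparison of one cultivar was set against the age change of the other, which shares no library with it, to ask whether split hulls lay further along the age change. Across genes, r was 0.056 for the Golden Hills split against the Lost Hills age change (jackknife SE 0.0901, rho 0.106), and 0.0111 for the Lost Hills split against the Golden Hills age change (SE 0.272, rho 0.0925). Both were smaller than their standard errors. They were 0.0497 and 0.0136 without replicate 2 of both 91 d groups. The sign of the Lost Hills value rested on single libraries, at -0.154 without replicate 1 of the cracked group and 0.130 without replicate 2 of the intact group.

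The interaction asked whether the split effect differed between the cultivars, which here also means between tattered and cracked hulls. By limma, 196 genes were called, 152 with a positive and 44 with a negative difference (Golden Hills minus Lost Hills), and 2804 had an unadjusted p under 0.05. The share with a positive difference was 77.6% as deposited and 50.2% with TPM, and 362 genes were called without replicate 1 of the cracked group. Across the other settings the count went from 49 with voom to 981 with array weights, with 75 at a pseudocount of 0.1 and 83 with only the groups compared. Of the genes named next, neither was called with voom, and the peroxidase was not called with a pseudocount of 0.1 or with only the groups compared either. Aquaporin TIP1-3 (evm_TU_ptg000016l_574, ptg000016l, 7117204 to 7118400) had the largest positive difference, 5.25 (SE 0.74, adjusted p = 0.00102), with 0.0423 ± 0.0732 FPKM in intact and 55.2 ± 25.3 in tattered hulls, against 2.42 ± 3.40 in intact and 2.30 ± 0.685 in cracked hulls. Lignin-forming anionic peroxidase (evm_TU_ptg000008l_428, ptg000008l, 9490114 to 9492106) had the largest negative one, -3.40 (SE 0.59, adjusted p = 0.00575), with 0.249 ± 0.201 and 0.455 ± 0.0358 FPKM in Golden Hills and 0.404 ± 0.577 and 20.02 ± 16.8 in intact and cracked Lost Hills (SD, n = 3 in each group).

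Of the 762 genes on the cell wall list, 316 were tested. In tattered hulls 88 were called over all genes tested (64 higher, 24 lower), 27.8% of the list against 16.6% of all genes, and 95 when adjusted over the list alone. In cracked hulls 33 were called, all higher, 10.4% of the list against 1.56% of all genes, and 51 when adjusted over the list alone (50 higher, 1 lower). At an unadjusted p under 0.05, 7 genes on the list fell in cracked hulls. Without replicate 2 of intact Lost Hills 18 of the list were called, and with only the groups compared 0, where 58 had an unadjusted p under 0.05. The list also had an excess of calls with age, so an excess alone does not set splitting apart. With age 61.4% of the list against 45.3% of all genes were called in Golden Hills, and 42.4% against 31.7% in Lost Hills.

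Laccase-7 (evm_TU_ptg000027l_379, ptg000027l, 2807395 to 2810002) rose from 0.415 ± 0.593 to 139 ± 19.8 FPKM in tattered hulls (SD, n = 3 each; log2 fold change 6.69, SE 0.39, limma adjusted p = 1.92e-09) and from 1.16 ± 1.82 to 17 ± 6.41 FPKM in cracked hulls (3.32, SE 0.39, adjusted p = 8.16e-05). Dirigent protein 23 (evm_TU_ptg000020l_2169, ptg000020l, 56824323 to 56825064) rose in tattered hulls from 1.51 ± 0.585 to 86.1 ± 9.02 FPKM (log2 fold change 5.14, SE 0.19, adjusted p = 5.43e-12). Pectinesterase 2 (evm_TU_ptg000019l_194, ptg000019l, 1293834 to 1296786) had no read in intact Golden Hills at 133 d and 21.0 ± 11.5 FPKM in tattered hulls, at least 196-fold higher (log2 fold change 4.34, adjusted p = 2.27e-06). Among genes of the list that met the criteria for naming, those that fell most in tattered hulls changed less (the list, chosen by words, left out Pectinesterase inhibitor 10): Cellulose synthase-like protein B4 (evm_TU_ptg000019l_1870, ptg000019l, 12803583 to 12807108) by a log2 fold change of -1.24, CELLULOSE SYNTHASE INTERACTIVE 3 (evm_TU_ptg000001l_3318, ptg000001l, 41531992 to 41541556) by -0.98 and Callose synthase 11 (evm_TU_ptg000017l_1733, ptg000017l, 33636341 to 33643507) by -0.92. In cracked hulls Phenylalanine ammonia-lyase (evm_TU_ptg000009l_700, ptg000009l, 5031621 to 5035717) rose from 2.44 ± 2.07 to 46.0 ± 39.3 FPKM (log2 fold change 3.64, SE 0.50, adjusted p = 0.000336). Pectate lyase (evm_TU_ptg000019l_2786, ptg000019l, 27279096 to 27280581) rose there from 0.134 ± 0.160 to 13.6 ± 6.61 FPKM (log2 fold change 3.60, SE 0.33, adjusted p = 6.57e-06).

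**Figure D4:**
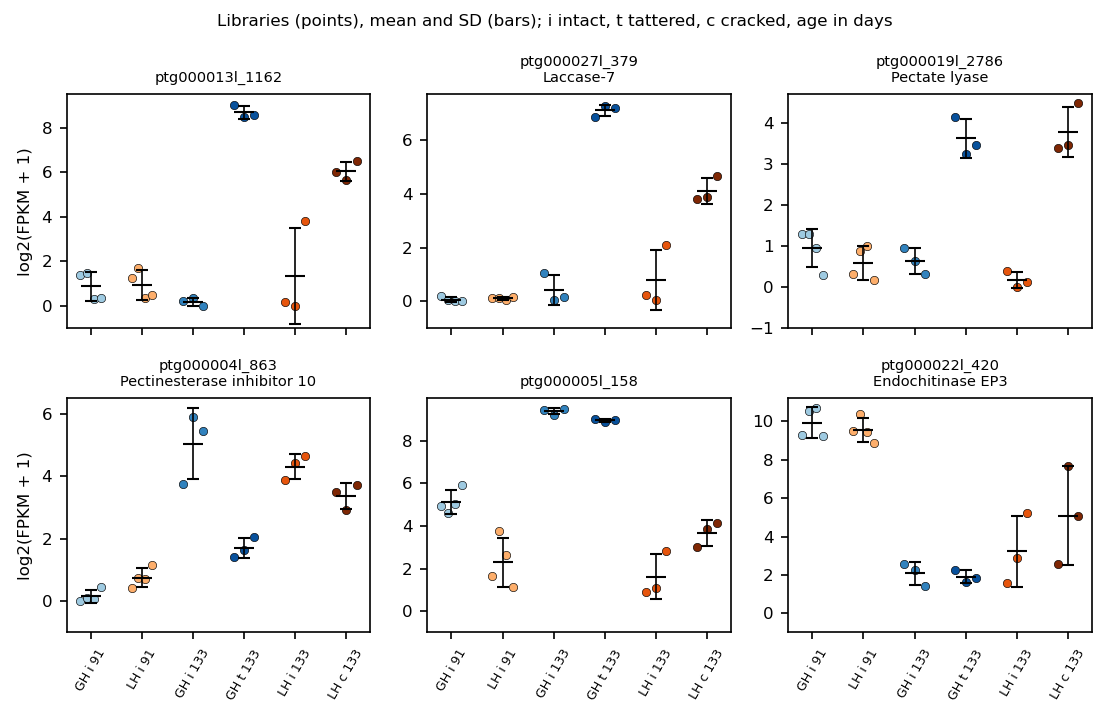
Expression, as log2(FPKM + 1), of 6 named genes in the 20 libraries, a point per library with the group mean and SD as bars (n = 4 at 91 d and n = 3 at 133 d). evm_TU_ptg000013l_1162 and Laccase-7 stand highest in tattered hulls, and Pectate lyase stands about as high in cracked as in tattered hulls.

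By camera, 8 of 13 gene sets were called in tattered hulls, all higher. Their median log2 fold changes were 0.55 for heat shock, 0.46 for flavonoid, 0.38 for defence, 0.37 for wall loosening, 0.29 for ribosome, 0.26 for lignin, 0.23 for ethylene and 0.21 for cuticle. All 8 also passed under fry, and wall loosening alone passed with an estimated correlation, which moved this count of sets more than the other alternatives did. In cracked hulls 8 sets were called: defence (0.36), flavonoid (0.25), lignin (0.14), pectin (0.10), loosening (0.10), cuticle (0.10) and ribosome (0.08) higher, and abscisic acid (-0.09) lower. Of these, 6 passed under fry, and pectin alone with an estimated correlation. Loosening passed under fry but lost its call in 9 of 22 settings. These included array weights, a mean of at least 5 FPKM and leaving out single libraries of either group. Abscisic acid lost its call in 6 of 22. The split interaction had 4 sets with the larger value in Golden Hills: heat shock (0.59), ethylene (0.28), abscisic acid (0.24) and ribosome (0.20). Of these 4, heat shock alone passed under fry, and 0 passed with an estimated correlation. With that correlation 2 of all 13 sets had an unadjusted p under 0.05: heat shock, and loosening, which is not among the 4. The medians of the called sets kept their sign under every scaling tried (median ratio, TPM, quantile, library totals), in these and the other comparisons, but not their size. In tattered hulls ribosome dropped to 0.06 with quantile normalization and cuticle to 0.03 with TPM, and in the split interaction ribosome dropped to 0.02 with quantile normalization. In the split interaction ribosome was no longer called with quantile normalization nor abscisic acid with TPM, and at 91 d ribosome was not called with quantile normalization or library totals.

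**Figure D5:**
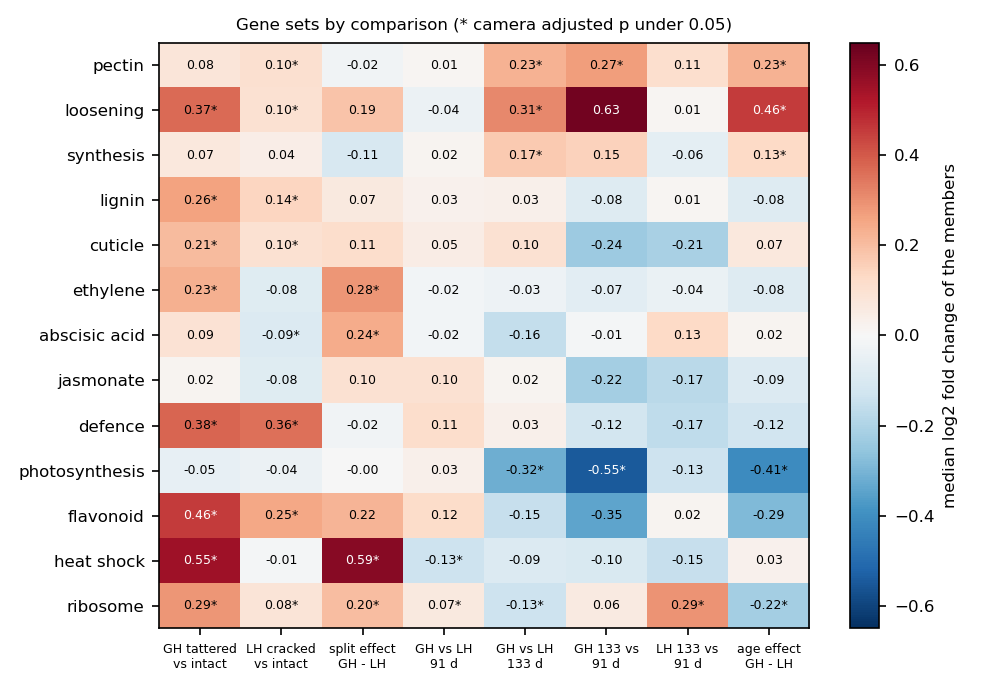
Median log2 fold change of the tested members of 13 gene sets (vertical) in 8 comparisons (horizontal, GH for Golden Hills and LH for Lost Hills), printed and coloured in each cell, with an asterisk where camera's adjusted p was under 0.05. Tattered hulls had 8 called sets, all higher; the signs of called sets held under every scaling tried.

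Intact hulls of the cultivars were compared at each age to ask how they differ apart from splitting. At 91 d limma called 1006 genes, 502 higher and 504 lower in Golden Hills, and 3280 had an unadjusted p under 0.05. Without replicate 1 of Lost Hills 617 were called. With replicate 2 of both groups left out the count was 1116, of which 919 were called in both fits, and the median absolute log2 fold change of these 919 was 1.10 against 0.92 with all libraries. Protein SRG1 (evm_TU_ptg000017l_2093, ptg000017l, 37612295 to 37614992) stood at 131 ± 40.4 FPKM in Golden Hills and 13.5 ± 24.3 in Lost Hills (SD, n = 4 each; log2 fold change 4.71, SE 0.72, adjusted p = 0.000457), where replicate 2 had 49.8 FPKM and the others at most 2.17. A secoisolariciresinol dehydrogenase fragment (evm_TU_ptg000007l_455, ptg000007l, 3984682 to 3985755) stood at 62.7 ± 14.7 and 5.23 ± 9.37 FPKM (log2 fold change 4.41, SE 0.57, adjusted p = 9.78e-05), with 19.3 FPKM in replicate 2 of Lost Hills. Lower in Golden Hills were Ubiquitin-conjugating enzyme E2 32 (evm_TU_ptg000002l_231, ptg000002l, 2178935 to 2180750; 11.3 ± 16.1 against 125 ± 33.8 FPKM, log2 fold change -4.76, SE 0.84, adjusted p = 0.00169) and Chalcone synthase (evm_TU_ptg000022l_340, ptg000022l, 4081331 to 4082714; 3.74 ± 5.88 against 33.4 ± 8.38 FPKM, log2 fold change -3.65, SE 0.54, adjusted p = 0.000306). Without replicate 2 of both groups their log2 fold changes were 5.92, 5.53, -5.82 and -4.56 in the order named.

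At 133 d, 3310 genes were called between intact hulls of the cultivars, 1751 higher and 1559 lower in Golden Hills, with 6114 at an unadjusted p under 0.05 and 2121 without replicate 1 of intact Lost Hills. The share that was higher was 52.9% as deposited, 33.4% with TPM and 31.7% with library totals. A protein with a DUF642 domain (evm_TU_ptg000005l_158, ptg000005l, 1303320 to 1305343) stood at 672 ± 64.5 FPKM in Golden Hills against 2.69 ± 2.92 in Lost Hills (SD, n = 3 each; log2 fold change 7.78, SE 0.55, limma adjusted p = 1.17e-07). A GDSL lipase (evm_TU_ptg000012l_365, ptg000012l, 11055569 to 11058368) stood at 109 ± 10.8 against 0.873 ± 1.46 FPKM (6.15, SE 0.32, adjusted p = 1.61e-09). Ubiquitin-conjugating enzyme E2 32 (evm_TU_ptg000002l_231) and the undescribed gene before it, evm_TU_ptg000002l_230 (ptg000002l, 2176587 to 2178039), had no read in intact Golden Hills and 259 ± 65.5 and 82.4 ± 35.6 FPKM in Lost Hills, at least 495-fold and at least 148-fold higher there.

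With age, 8932 genes changed in intact Golden Hills (4566 higher and 4366 lower at 133 d) and 6250 in intact Lost Hills (3159 higher, 3091 lower), with 10231 and 8306 at an unadjusted p under 0.05. Without replicate 2 of both 91 d groups these counts were 7810 and 5017. The share that was higher in Golden Hills was 51.1% as deposited, 34.8% with TPM and 35.0% with library totals. Of 4749 genes called in both cultivars, 4679 moved the same way, and the age effects had r 0.811 across genes (0.794 without replicate 2 of both 91 d groups). On the cell wall list 194 genes changed in Golden Hills (113 higher, 81 lower; 205 when adjusted over the list alone) and 134 in Lost Hills (67 higher, 67 lower; 138 when adjusted over the list alone), and 174 and 108 without replicate 2 of both 91 d groups. The undescribed evm_TU_ptg000001l_2648 (ptg000001l, 35996556 to 35997077) rose to 737 ± 408 FPKM in Golden Hills (SD, n = 3), at least 2275-fold (log2 fold change 9.20, SE 0.88, adjusted p = 3.19e-07), and from 3.95 ± 5.71 to 441 ± 272 FPKM in Lost Hills (6.87, SE 0.88, adjusted p = 2.02e-05); without replicate 2 of both 91 d groups its log2 fold changes were 9.26 and 6.70. Gibberellin-regulated protein 1 (evm_TU_ptg000024l_682, ptg000024l, 6731407 to 6732141) rose from 1.41 ± 1.11 to 1022 ± 59.0 FPKM in Golden Hills, and Heparanase-like protein 3 (evm_TU_ptg000001l_771, ptg000001l, 11882071 to 11885149) from 1.43 ± 0.662 to 286 ± 78.3 in Lost Hills. Endochitinase EP3 (evm_TU_ptg000022l_420, ptg000022l, 5178640 to 5180408) dropped from 1096 ± 565 to 3.47 ± 1.68 FPKM in Golden Hills and from 802 ± 366 to 14.9 ± 18.8 in Lost Hills. Major strawberry allergen Fra a 1.07 (evm_TU_ptg000022l_2382, ptg000022l, 28557144 to 28558139) dropped from 201 ± 53.1 FPKM to no read in Golden Hills, at least 940-fold lower, and from 188 ± 76.6 to 0.412 ± 0.50 in Lost Hills.

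The age interaction asked whether the cultivars aged differently. By limma 649 genes were called, 405 with a positive and 244 with a negative difference (Golden Hills minus Lost Hills), and 3630 had an unadjusted p under 0.05. There were 375 without replicate 1 of intact Lost Hills at 133 d and 411 without replicate 2 of both 91 d groups. The share with a positive difference was 62.4% as deposited, 38.2% with TPM and 40.8% with library totals. The GDSL lipase evm_TU_ptg000012l_365 had the largest positive difference, 6.02 (SE 0.42, adjusted p = 3.49e-07), and was at or under 4 reads in every 91 d library. Protein HEADING DATE 3A (evm_TU_ptg000007l_1553, ptg000007l, 19452968 to 19455530) had the largest negative one, -4.15 (SE 0.77, adjusted p = 0.00685), with 2.51 ± 2.07 and 2.53 ± 1.82 FPKM in Golden Hills at 91 and 133 d and 5.30 ± 3.73 and 110 ± 68.2 in Lost Hills. These differences were 6.01 and -3.67 without replicate 2 of both 91 d groups. In that fit HEADING DATE 3A no longer had the largest negative difference, since evm_TU_ptg000001l_2688 had -4.12. HEADING DATE 3A was not called with voom.

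Between intact cultivars at 133 d, 5 gene sets were called by camera: loosening (0.31), pectin (0.23) and synthesis (0.17) higher, and photosynthesis (-0.32) and ribosome (-0.13) lower in Golden Hills. At 91 d, ribosome (0.07) was higher and heat shock (-0.13) lower, and 0 of these passed under fry. Of all 13 sets, 2 had an unadjusted p under 0.05 by fry there: heat shock, and loosening, which camera had not called. With age, pectin (0.27) rose and photosynthesis (-0.55) dropped in Golden Hills, and ribosome (0.29) rose in Lost Hills. The age interaction had pectin (0.23), loosening (0.46) and synthesis (0.13) higher and photosynthesis (-0.41) and ribosome (-0.22) lower in Golden Hills. Under fry, 3 of the 5 sets held at 133 d, both in the age change of Golden Hills, the one in Lost Hills, and 2 of the 5 in the interaction. With an estimated correlation, pectin held at 133 d, in the age change of Golden Hills and in the interaction, and loosening held in the interaction. The photosynthesis set had 43 tested of 245 listed genes and holds copies of plastid genes, so its value is uncertain.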

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

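The tests of sequencing depth and of libraries mixed between the cultivars, and the division of regroupings and of interaction genes into kinds, were chosen only after the result was seen; the others in this part were chosen before.

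The effect of splitting differed between the cultivars for 196 genes by the interaction term. It also differed for 4 gene sets, with median differences of 0.28 for ethylene, 0.24 for abscisic acid, 0.59 for heat shock and 0.20 for ribosome. The call of some of these sets depended on the setting. Ribosome was not called with quantile normalization, with an estimated correlation or under fry. Abscisic acid (camera adjusted p = 0.048) lost its call in 13 of 28 settings. These included TPM, array weights, a mean of at least 5 FPKM, no expression filter, membership by protein name and leaving out single libraries of each 133 d group. Of 100 regroupings of the libraries 16 gave as many genes, the real one included, but 15 of the 16 were among the 71 that mixed the cultivars unevenly and so took in the difference between cultivars. Of the 29 others, the real one included, 1 gave as many, although mixing cultivars within groups also widens their spread and lowers such counts. The regroupings therefore leave a chance split open for the genes. For gene sets 56 of 100 gave as many, 47 of them mixed unevenly and 9 of them among the 29 others, so the number of sets is within what other splits gave. Of the 196 genes, 93.9% had an interaction with the sign of the mean split effect (184 genes), against 68.9% of all genes, consistent with one response that is larger in tattered than in cracked hulls. A change in Golden Hills alone would give the same excess, and the effects had the same sign in both cultivars for 133 of the genes (67.9%). The split effect itself was called in Golden Hills alone for 143 genes, in Lost Hills alone for 7, in neither for 2, and in both cultivars for 43 with the same sign and 1 with opposite signs. The 7 genes called in Lost Hills alone go against a larger response in tattered hulls as the whole cause. No library holds tattered Lost Hills or cracked Golden Hills hulls, so cultivar, kind of split and how far each split had gone stay open and untested against each other.

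A larger spread or a lower depth in Lost Hills was weighed for the smaller number of calls there. Over the genes called in Golden Hills the Lost Hills fold change had a slope of 0.389 on that of Golden Hills (0.338 to 0.427 with each library left out), which a larger spread alone would have left near 1, although choosing genes by their Golden Hills call inflates that side. This argues against spread as the whole cause, not as a part of it. The median SD within groups was 0.186 in Golden Hills and 0.183 in Lost Hills at 133 d, but the Lost Hills libraries lay further apart along shared directions. On the first principal component the SD was 12.2 in intact and 20.3 in cracked Lost Hills against 4.8 in intact and 6.35 in tattered Golden Hills, and on the third, which parted split from intact hulls, 15.7 and 14.9 against 3.98 and 2.05. With only the groups compared, 4 genes were called in Lost Hills and 1790 in Golden Hills. Mean depth of the Lost Hills libraries was 100.02% of that of Golden Hills. Gene length was weighed for the Golden Hills comparison, where fold change and length had a Spearman correlation of -0.180. With the trend on length removed 2550 genes were still called there, so length alone is not the cause. The split interaction had a correlation of -0.171 with length, and its trend was not removed. Nor were the 13 gene sets tested without the trend, so length stays open as a part of their changes in both comparisons. For the fewer calls in Lost Hills, a smaller change in cracked hulls remains open, which may be biological as a hypothesis only. A larger spread between Lost Hills libraries remains open as a part of the cause.

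The age effect differed between the cultivars for 649 genes, and for 5 gene sets with median differences of 0.23 for pectin, 0.46 for loosening, 0.13 for synthesis, -0.41 for photosynthesis and -0.22 for ribosome. Of 100 regroupings, 5 gave as many genes and 21 as many gene sets, but 99 of the 100, all but the real one, mixed the cultivars unevenly and took in the difference between them, so these counts say little for or against a chance split. The interaction had the sign of the mean age effect in 83.4% of the called genes (541), against 62.2% of all genes, as the same change lying further along in Golden Hills could give. It could not be the whole cause: the age effects had the same sign in both cultivars for 385 of the genes (59.3%), and for 70 they were called in both with opposite signs. They were called in both with the same sign for 177, in Golden Hills alone for 332 and in Lost Hills alone for 70, so changes in one cultivar alone stay open as well. Over the genes called with age in Golden Hills, the age effect of Lost Hills had a slope of 0.624 on that of Golden Hills. This slope was 0.573 to 0.691 with each library left out, and 0.614 without replicate 2 of both 91 d groups. Choosing genes by their Golden Hills call inflates that side and can lower the slope. For the genes that changed alike, a difference in ripening date and a difference in amplitude give the same pattern with 2 ages, and that choice stays open. Replicate 2 of both 91 d groups lowers the difference between the cultivars at 91 d, and without it 411 genes were called.

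Of 30 groups of 4 values tested for a library standing apart, 5 met the criterion, where 1.5 were expected by chance. These were the number of genes with a read in Lost Hills at 91 d (gap to range 0.855, replicate 2 highest with 23345), Protein SRG1 (evm_TU_ptg000017l_2093) in Lost Hills (0.972, replicate 2) and in Golden Hills at 91 d (0.864, replicate 1 with 191 FPKM), evm_TU_ptg000007l_455 in Lost Hills (0.976, replicate 2) and the GDSL lipase evm_TU_ptg000012l_365 in Golden Hills at 91 d (0.970, 4 reads in replicate 1 against 1 in each other library, which is within counting error).

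All 3 cases in Lost Hills fell on replicate 2, and a mixture of RNA or reads from both cultivars is a candidate explanation. The genes read in Golden Hills alone at 133 d stood in this library at a median of 36.9% of their Golden Hills level, with 14 of 14 above 3 reads, and its own cultivar's genes were reduced to 78.3%. SRG1 stood at 43.4% and evm_TU_ptg000007l_455 at 28.5%, both within the 26.3% to 49.4% of those genes. Replicate 2 of Golden Hills showed the reverse at 27.1%, with its own genes at 82.2%, and replicate 3 of Golden Hills a smaller share of 9.15%. The same carry-over of reads into every library is argued against, since the lowest median among the 91 d libraries was 0%. A nearly even share over genes on several contigs is what a mixture gives, and a change in single genes would not give it. Whether fruits, RNA or reads were mixed, and whether the replicate 2 libraries were mixed with each other, stays open. No biological explanation was tested, since the labels give no group for it.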

How the results depend on the processing

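No called gene set or named gene changed direction in any setting tried, while many counts moved by more than 1.5 times. Voom, library totals, membership by protein name and leaving out replicate 2 of both 91 d groups were chosen after seeing the data. The cause of a change was not tested except where the setting's own construction shows it. In the order of the report (tattered, cracked, split interaction, cultivars at 91 d, cultivars at 133 d, age in Golden Hills, age in Lost Hills, age interaction) the counts as reported were 3281, 307, 196, 1006, 3310, 8932, 6250 and 649 genes, and 8, 8, 4, 2, 5, 2, 1 and 5 gene sets.

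A mean of at least 5 FPKM tests fewer genes. It gave 101 genes for cracked hulls, 91 for the split interaction, 468 for the cultivars at 91 d and 81 shared between splits. On the cell wall list it gave 54 in tattered hulls, 11 in cracked hulls, 128 with age in Golden Hills and 87 in Lost Hills, and it gave 2 gene sets with age in Lost Hills. A pseudocount of 0.1 gave 75 genes in the split interaction, 2 gene sets with age in Lost Hills, and an r of -0.0114 between the Lost Hills split and the Golden Hills age change, which changed sign. With no expression filter the gene sets were 5 in cracked hulls, 2 between cultivars at 133 d, 3 in the age interaction and 0 with age in Golden Hills, where 3 had an unadjusted p under 0.05. An absolute log2 fold change of at least 1 left 945, 409, 1240, 3037 and 1952 genes for tattered hulls, cultivars at 91 d and at 133 d, and age in Golden Hills and Lost Hills.

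With only the groups compared, which leaves fewer libraries to estimate the spread, 1790 genes were called in tattered hulls, 4 in cracked hulls, 83 in the split interaction and 1644 between cultivars at 133 d. The shared genes were 3, the cell wall genes in cracked hulls 0 (58 at an unadjusted p under 0.05) and the gene sets at 91 d 1. Array weights raised the counts to 5790 in tattered hulls (135 of the cell wall list), 666 in cracked hulls, 981 in the split interaction, 1730 and 6044 between cultivars at 91 and 133 d, 9436 with age in Lost Hills, 2018 in the age interaction and 399 shared genes. They gave 1 gene set at 91 d, and an r of -0.102 between the Lost Hills split and the Golden Hills age change, again of the other sign. Voom on the recovered reads gave 49 genes in the split interaction and an r of -0.0133 in that last relation. Quantile normalization, library totals and membership by protein name each gave 1 gene set at 91 d. Without replicate 2 of both 91 d groups, 411 genes were called in the age interaction and 3 gene sets with age in Lost Hills. The 133 d comparisons share that fit. They then gave 2799 genes in tattered hulls, 275 in cracked hulls, 163 in the split interaction and 2916 between cultivars. Genes called the same way in both split comparisons were then 175.

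Replicate numbers are shared between groups, and the sample titles do not state whether they pair the libraries. Deviations from the group means of same-numbered libraries correlated above 0.1 in 2 of 3 pairs in tattered against intact hulls (0.0776 to 0.223). They did so in 1 of 4 pairs at 91 d, and in 0 of 3 in each of the other comparisons. Pairing therefore stays open for tattered against intact hulls. The replicate block with only the groups compared gave 1537, 0, 95, 0, 765, 5863, 3827 and 127 genes in the order above, 0 shared genes, 0 cell wall genes in cracked hulls and 1 gene set at 91 d. At an unadjusted p under 0.05 the zero counts were 1278 in cracked hulls, 3417 at 91 d, 661 shared and 68 on the cell wall list.

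With an estimated correlation, camera called 1, 1, 0, 0, 1, 1, 0 and 2 gene sets in the order above; where it called 0, sets at an unadjusted p under 0.05 numbered 2 in the split interaction and 0 in the others. Under fry there were 2 sets in the split interaction, 0 at 91 d (2 at an unadjusted p under 0.05), 6 and 5 with age in Golden Hills and Lost Hills, and 2 in the age interaction.

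Leaving out each library in turn gave 1689 to 2777 genes in tattered hulls (lowest without replicate 2 of the tattered group), 173 to 552 in cracked hulls (without its replicates 3 and 2), 132 to 362 in the split interaction (highest without replicate 1 of the cracked group), 617 to 1093 at 91 d (without replicates 1 and 2 of Lost Hills), 2121 to 3071 at 133 d and 375 to 685 in the age interaction (both lowest without replicate 1 of intact Lost Hills), 7709 to 8814 with age in Golden Hills and 4456 to 6021 in Lost Hills. Shared genes, 202 as reported, ranged from 121 to 293 (without replicate 2 of the intact and of the cracked Lost Hills group), and the r between the split effects across all tested genes ranged from 0.431 to 0.546. Cell wall genes ranged from 64 to 73 in tattered and 18 to 40 in cracked hulls (lowest without replicate 2 of intact Lost Hills), 167 to 184 with age in Golden Hills and 95 to 132 in Lost Hills. Gene sets stayed at 8 in tattered hulls and 2 with age in Golden Hills, and ranged from 7 to 9 in cracked hulls, 3 to 5 in the split interaction, 1 to 2 at 91 d, 3 to 6 at 133 d (lowest without replicate 1 of intact Golden Hills), 1 to 3 with age in Lost Hills (highest without replicate 3 of its intact 133 d group) and 4 to 6 in the age interaction. The r between the Lost Hills split and the Golden Hills age change ranged from -0.154 (without replicate 1 of the cracked group) to 0.130 and that of the Golden Hills split from 0.0156 to 0.104.

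Each named gene in each comparison it was named for makes 40 results: 761 of their 800 values stayed past the threshold and 39 were weaker, and 24 results held throughout. Each called gene set in each comparison makes 35 results: 748 of 841 values held and 93 were weaker, and 4 results held throughout. Depth limits the low genes most: on the log2(FPKM + 1) scale their changes are understated.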

Other observations

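The tests of neighbours on opposite strands, of neighbours without replicate 2, of the cultivar index and of the 462 splits were chosen only after the result was seen; the others in this part were chosen before.

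The comparisons differed in how far other splits of the same libraries gave as many calls. In tattered against intact hulls 1 of 10 splits gave as many genes, the highest other count being 26, and 1 of 10 as many gene sets. In cracked against intact hulls 2 of 10 gave as many genes, one other split reaching 316, and 1 of 10 as many gene sets. Between intact cultivars at 133 d it was 1 of 10 for genes, the highest other count being 3, and 3 of 10 for gene sets. With 3 libraries against 3 the share cannot fall under 0.1, so in these comparisons a chance split and the real one cannot be told apart by this share. Other values argue against a chance split for the difference between cultivars at 133 d and for the response shared by tattered and cracked hulls. Of 462 splits of the 12 libraries of 133 d into equal groups, 1, that by cultivar, gave as many as 29 genes read on one side alone, and the highest other count was 0. At 91 d 1 of 35 splits gave as many genes, and 33 of 35 as many gene sets. With age it was 1 of 35 for genes in each cultivar, and 27 of 35 in Golden Hills and 34 of 35 in Lost Hills for gene sets, so those few sets carry little weight by this measure. The correlation between tattering and cracking was as large in 1 of 100 regroupings, the real one, the highest other being 0.419, while the relation of the Golden Hills split to the Lost Hills age change was met in 7 of 10 and that of the Lost Hills split in 10 of 10.

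Suberin, a wound polymer of fatty and aromatic units, was tested as a hypothesis because splitting exposes inner tissue. A list of suberin-related protein names was written before the test and matched 34 genes, of which 14 were tested. After leaving out 2 whose values had been seen, 12 remained, 6 of them also in the cuticle set. In tattered hulls 10 of the 12 lay above 0, 8 were called higher, and the median log2 fold change was 1.51 (camera p = 2.49e-09, adjusted over 4 tests 4.98e-09; fry p = 1.57e-09; p = 0.00281 with an estimated correlation). In cracked hulls the median was 0.59, with 6 called higher (camera p = 1.61e-10, and 0.00167 with an estimated correlation). With age the medians were -0.17 in Golden Hills (camera adjusted p = 0.952) and -0.15 in Lost Hills (adjusted p = 0.632). Scaling is argued against, the lowest median over the scalings being 1.35, and so is gene length, the median with the trend on length removed being 1.48. Named after their values were seen, Cytochrome P450 86B1 (evm_TU_ptg000024l_567) rose by 5.82 and Glycerol-3-phosphate acyltransferase 5 (evm_TU_ptg000009l_391) by 5.37 on the log2 scale in tattered hulls. The data are consistent with suberin-related genes rising in split hulls as a hypothesis; whether they rise before or after a split is not tested by these libraries.

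Genes called between the cultivars at 91 d lay beside each other on the contigs more than random orders gave. There were 204 adjacent called pairs moving the same way against 25.5 expected, and 0 of 10000 random orders had as many (permutation p = 1e-04, the smallest they can give). Copies of one family sharing reads are argued against as the whole cause, since differently named neighbours had a 5.26-fold excess (71 pairs against 13.5). Transcription running on into the next gene is argued against as the whole cause too, since differently named neighbours on opposite strands had a 2.91-fold excess (19 against 6.54, permutation p = 1e-04). The excess was smaller there than among all differently named neighbours, so such transcription stays open as a part of the cause. Without replicate 2 of both groups the excess was 7.05-fold for all adjacent pairs. It was 4.44-fold for differently named neighbours and 2.11-fold for those on opposite strands. Between cultivars at 133 d the same kinds of pairs had excesses of 2.14-fold, 1.65-fold and 1.19-fold, the last with a permutation p = 0.06. Called neighbours were also in excess where no cultivars were compared. In cracked against intact Lost Hills the excess was 8.46-fold (36 pairs against 4.26), though for differently named neighbours it was 4 pairs against 2.25 (permutation p = 0.2). With age it was 1.27-fold in Golden Hills and 1.45-fold in Lost Hills, and 1.18-fold and 1.32-fold for differently named neighbours on opposite strands (permutation p = 1e-04 each). In tattered against intact Golden Hills the excess was 1.47-fold, and 1.24-fold for differently named neighbours (permutation p = 0.002). On opposite strands it was only 1.11-fold there (permutation p = 0.2). Neighbours changing together in any comparison may therefore account for part of the excess. Stretches of the genome that differ between the cultivars, and reads lost to sequence differences from an assembly nearer to one of them, stay open and were not tested.

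At 133 d 13 genes were at or under 3 reads in all Golden Hills libraries while all Lost Hills libraries had at least 5 FPKM, and 16 genes showed the reverse. An assembly of one cultivar could lose reads of the other, but genes were missing on both sides. An assembly of a further genotype, absent genes and silent genes cannot be told apart here, since no sequence was used.

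Replicate 1 of intact Lost Hills at 133 d lay apart from its group on the first principal component, at -0.111 where the other replicates lay at 23.4 and 17.2, and it moved several counts. A mislabelled cultivar was weighed. Of 4 genes marking Golden Hills at 91 d, 0 were read in it, which decides little with so few markers. Over 409 genes called at 91 d, on a scale from 0 at Golden Hills to 1 at Lost Hills, it lay at 1.03, which argues against a mislabelled cultivar. On the age axis of Golden Hills it stood at 0.491, and the other intact replicates at 0.726 and 0.655, so a less advanced stage may apply and remains untested. In replicate 3 of intact Lost Hills, evm_TU_ptg000013l_1162 had 13.1 FPKM and Laccase-7 had 3.27, above the other intact libraries of that cultivar and below the cracked ones.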
